A study of Mus musculus with 4 samples. Its data were reported in "High-throughput mapping of single-neuron projection and molecular features by retrograde barcoded labeling" (2024).

How the data were processed

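The series measured single-cell transcriptomes of the ventromedial prefrontal cortex (vmPFC) of male mice injected at 8 weeks of age. Weeks before dissection, 5 retrograde adeno-associated viruses that carry EGFP and a short barcode had been injected into 5 targets of this cortex: agranular insula (AI), dorsomedial striatum (DMS), mediodorsal thalamus (MD), basolateral amygdala (BLA) and lateral hypothalamus (LH). A neuron with an axon in a target can take up the virus there and express its barcode, so that a barcode transcript marks a projection. Groups were taken from the sample titles. There were 3 libraries of unsorted cells, titled mouse 1, 2 and 3, and 1 library of EGFP-sorted cells pooled from 3 further mice.

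The authors made the count matrices with Cell Ranger v3.0.2 from Chromium 3' v3 libraries, against an mm10 reference to which the projection barcodes had been added. Each matrix holds raw UMI counts of called cells, with no normalization. The matrices list 31053 genes and 1 feature named barcode, which was taken to sum the barcodes of all 5 viruses. The paper describes a reference with the 5 barcodes as separate genes, and that this feature is their sum was not tested. The deposited metadata list 9368 excitatory neurons with the authors' subtype label, total UMI count, number of genes and percent of mitochondrial UMIs. These neurons are the ones the authors kept after clustering and removal of low-quality clusters. Totals recomputed from the matrices differed from the deposited totals by at most 70 UMIs per cell.

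In the files used here the metadata carry no call of the target of each neuron, and the matrices do not separate the barcodes. The study states that barcode counts were deposited, and these were not among the files. The planned comparisons of neurons by target, by pair of targets and by number of targets, the co-labelling of targets, the subtype shares by target and the prediction of each target were therefore not analysed here. In their place, neurons were compared by the pooled barcode count. A neuron was called barcode-positive at 1 or more barcode UMIs, barcode-high at 5 or more and barcode-zero at 0. These comparisons and both limits were chosen after the barcode counts of neurons and non-neuronal cells had been seen, and before any test of expression. A barcode-zero neuron of the sorted library had passed a sort for EGFP, so it can be a labelled cell or an unlabelled one that passed the sort, and a barcode-zero neuron of an unsorted library can have been missed for lack of depth.

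Cells were kept at 500 to 8000 genes, 1000 to 60000 UMIs and under 20% mitochondrial UMIs, the limits stated in the methods. Of 8040, 7443, 7243 and 2075 cell barcodes, 7012, 6331, 6129 and 1791 passed. No doublet caller was run. Clusters carrying at least 3 markers, and over 0.5 of the set, of each of a pair of unrelated classes were left unnamed instead, which covered 8 clusters with 824 cells. Cell classes other than the authors' neurons came from clustering in scanpy 1.11.5, with 2000 highly variable genes, 30 principal components, 15 neighbours and the Leiden algorithm at resolution 1.0. Classes were named from markers fixed before the data were examined. The rule that scores these markers was revised after its first output had been seen. In the revised rule a marker counts when it is detected in at least 25% of the cells of a cluster with a mean of 2 or more times the median over clusters (set to 0.05 where lower), and a name needs at least 3 markers. A cluster was also left unnamed when another class had more markers among its 10 leading genes, or when its median UMIs relative to the library median lay under 1/3 and none of its 10 leading genes was a marker of its class. The last criterion left out clusters of 145 and 327 cells that match microglia and excitatory neurons, and 1 more cluster of 50 cells had too few markers. Of 37 clusters, 26 were named and 11, with 1346 cells, were not. Of the authors' neurons, 9277 fell in excitatory clusters, 14 in other named clusters and 77 in unnamed clusters. Some named clusters are led by stress or immune genes. Excitatory clusters of 633 and 216 cells are led by activity genes such as Egr4, Arc and Npas4, or Ptgs2, Bdnf and Egr2, and a microglial cluster of 1492 cells is led by Tnf and Il1b.

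For tests of expression, raw counts were summed per library and cell group and tested with edgeR 4.0.16 (quasi-likelihood F test, TMM factors, filterByExpr). The library was a block where both cell groups came from the same library. The viral feature was left out of library sizes and tests, and it took 0.0319% to 0.0384% of the UMIs of a library. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. A contrast was kept when every library had at least 10 cells in both groups, which left out L2/3-Calb1, L5-Bcl6 and L5-Htr2c. The comparison of sorted with unsorted libraries has 1 library on one side, which is assumed to vary like the other 3. The same assumption enters the test of whether a difference between cell groups differs between sorted and unsorted libraries, which used a term for that interaction and left 2 residual degrees of freedom. Totals of the summed groups ran from 422725 to 31273700 UMIs. On simulated counts with 200 genes changed by 1 log2 unit, edgeR recovered 85.5% of 200 among 14057 genes for all excitatory neurons, 91.5% among 12923 for L6-Syt6, 86.5% among 11345 for L5-S100b, 87.5% among 10233 for L6-Npy, 84.0% among 9903 for L2/3-Rorb and 82.0% among 12820 for sorted against unsorted, with 0 to 9 false calls. The interaction test recovered 68.5%, 61.5%, 31.5%, 42.5% and 19.5% for the first 5 of these, in the same order.

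Gene lists were tested with fry and, as an alternative, camera of limma 3.58.1, each adjusted over the same tests. The lists were the genes the study's text names for projections, an interferon and antigen presentation list, an immediate early list, non-neuronal markers and neuronal markers. The first was fixed before the data were examined, and the tests on lists were adjusted together over 30 list-by-contrast tests. Named genes followed a rule set before the data were examined: the 13 genes of the study, and in each contrast up to 2 genes with the highest and 2 with the lowest log2 fold change among those called, changed in the same direction in every library, with a mean of at least 10 CPM in the higher group. A Gaussian naive Bayes model on 50 highly variable genes predicted barcode-high against barcode-zero in each library from the other 3, with controls of 20 random gene sets and 20 shuffles (scikit-learn 1.9.0).

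The alternatives were DESeq2 1.42.0, RLE factors, no block, no low-count filter, barcode limits of 1, 2, 5 and 10 UMIs, and each library left out in turn. Neurons were also thinned to 10000 UMIs per cell, other cells to 2000 and removed cell barcodes to 1000, leaving out shallower cells. Thinning neurons left out 111, 58 and 52 of the unsorted and 49 of the sorted neurons. Further alternatives matched the cell groups on total UMIs or on subtype shares. A single matched draw gave counts that varied between draws, so the median and range of 9 draws are given, each beside as many cells drawn at random. The test over other splits of the samples was first fitted without a block, which made no call in the real split of L6-Npy and L2/3-Rorb, and was then fitted with the block wherever the block could be fitted. Shares of a single library carry 95% Wilson intervals, and intervals and zero-count limits (3 counts) cover counting error only. Positions are from GENCODE M21 on GRCm38, the assembly named mm10 in the reference of the authors, with 99.6% of the gene identifiers matched, including all 35 of the named genes.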

Results

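Single-cell transcriptomes were collected from the vmPFC of mice in which 5 projection targets had been injected with barcoded retrograde viruses. The unsorted group had 3 libraries, referred to here as unsorted replicates 1, 2 and 3, and the sorted group had 1 library of EGFP-positive cells from 3 mice. The libraries held 8040, 7443, 7243 and 2075 cell barcodes with total counts of 87841541, 83065993, 83882837 and 54749198 UMIs. The median per cell barcode was 5383, 5448 and 5660 UMIs in the unsorted libraries and 29268 in the sorted library. The authors' excitatory neurons numbered 2816, 2486, 2463 and 1603, with medians of 21362, 22252, 23213 and 31670 UMIs. Sorted neurons were thus read more deeply than unsorted ones. The main shares of excitatory neurons and of non-neuronal cells with a barcode transcript are given with and without thinning to equal depth. Because the sorted group has 1 library, differences between sorted and unsorted cells have no replicate on the sorted side, and sorting, animals and library cannot be told apart in them. The sample titles give 1 mouse to each unsorted library and the methods describe 3 lanes, and the 3 libraries were first compared with each other.

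The first question was whether the unsorted libraries behave as separate samples. The counts of the 7 subtypes over the 3 libraries gave a chi-square p of 0.0736, and those of the cell classes 0.181, so neither differed beyond counting error. The counts of barcode-positive neurons over the 3 libraries (7765 neurons) differed more than counting error allows (chi-square p 0.0115), and so did the counts over bins of barcode UMIs (p = 0.00944). After thinning to 10000 UMIs per cell the first of these p-values was 0.0730, and for neurons with 5 or more barcode UMIs it was 0.289. These tests treat cells as the counted units and describe these libraries only. Summed over excitatory neurons, the biological coefficient of variation of the 3 libraries was 0.0369, against 0.0145 on average for random partitions of the pooled cells into 3, and 0 of 20 random draws were as large. Random partitions lack the noise of separate lanes, so this comparison does not tell separate mice from separate lanes. The libraries were treated as 3 replicates because their titles name separate mice.

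The next question was how the sort changed the cell classes. Excitatory neurons were 39.9% ± 0.523 (SD, n = 3) of the filtered unsorted cells and 89.5% of the 1791 filtered sorted cells (95% Wilson interval 88.0% to 90.8%). Inhibitory neurons fell from 7.17% ± 0.508 (SD, n = 3) to 0.447% (interval 0.227% to 0.879%), and microglia from 14.0% ± 0.0976 (SD, n = 3) to 3.18% (interval 2.46% to 4.10%). Oligodendrocytes made up 9.42% ± 0.159 (SD, n = 3) of unsorted cells and 0.838% of sorted ones. Oligodendrocyte precursors (8.53%), endothelial cells (8.25%), mural cells (3.07%) and astrocytes (2.65%) of the unsorted libraries had no cell among the 1791 of the sorted library. Unnamed clusters, without the authors' neurons in them, held 6.32% of unsorted and 2.18% of sorted cells. Cells of the sorted library had been selected for EGFP, so these shares describe the sort. The alternative that moved the excitatory share most was a filter of at least 1000 genes per cell, with 41.4% in the unsorted libraries.

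How many neurons carried a barcode transcript was asked next. In unsorted libraries, 58.8% ± 2.03 (SD, n = 3) of 7765 excitatory neurons had 1 or more barcode UMIs, and in the sorted library 87.6% of 1603 (interval 85.9% to 89.2%). The difference of 28.9 percentage points exceeded the spread of the unsorted libraries. It was 17.1 points at 5 or more UMIs (39.0% against 56.1%) and 20.3 points after thinning to 10000 UMIs (52.6% against 72.9%). The alternative that moved it most joined both choices and gave 26.0% in unsorted and 25.0% in sorted neurons (interval 22.9% to 27.2%). The difference (sorted minus unsorted) was then -1.07 points. Among all filtered cells, 27.1% ± 1.40 (SD, n = 3) of unsorted and 82.7% of sorted cells had a barcode UMI.

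Background was read in cells that should lack the barcode. Of 9018 unsorted non-neuronal cells, 3.89% ± 0.508 (SD, n = 3) had 1 or more barcode UMIs, at a median of 4020.5 UMIs per cell against 22252 for excitatory neurons. Thinned to 2000 UMIs, the shares were 1.98% ± 0.285 in non-neuronal cells and 31.7% ± 1.46 in excitatory neurons (SD, n = 3). The classes ranged from 3.17% in mural cells to 4.36% in astrocytes without thinning, with 0 of 83 in the cells named activated microglia. Inhibitory neurons had 6.62% ± 2.74 (SD, n = 3), at a median of 12809.5 UMIs, and 2.49% ± 2.15 (SD, n = 3) thinned to 2000 UMIs. At 5 or more UMIs, 0.258% of unsorted non-neuronal and 1.46% of inhibitory cells remained. In the sorted library 17.8% of 73 non-neuronal cells had a barcode UMI (interval 10.7% to 28.1%).

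The barcode-positive share was then set out by subtype, to see which neurons the viruses reached. In the unsorted libraries it was highest in L5-S100b (84.5% ± 2.40), followed by L5-Bcl6 (80.1% ± 3.49), L2/3-Rorb (80.1% ± 3.46) and L6-Npy (78.0% ± 3.09; SD, n = 3 for each). L6-Syt6 had 48.3% ± 2.08, L2/3-Calb1 47.9% ± 4.86 and L5-Htr2c 14.8% ± 3.46 (SD, n = 3). The gaps between these 3 levels were larger than the spread between libraries, and they stayed after thinning to 10000 UMIs, with 82.2% in L5-S100b, 41.3% in L6-Syt6 and 10.8% in L5-Htr2c. In the sorted library L6-Syt6 had 87.8% (interval 85.3% to 90.0%) and L2/3-Calb1 77.5% (interval 62.5% to 87.7%). L5-S100b had 92.3% (interval 88.8% to 94.8%), also above every unsorted library, whose highest was 87.3%. Thinned, the sorted share of L6-Syt6 was 71.4% (interval 68.1% to 74.6%) and that of L2/3-Calb1 66.7% of 39 neurons (interval 51.0% to 79.4%). Both lay above every unsorted library, with highest shares of 42.8% and 42.6%. The thinned sorted shares of L5-S100b (82.6%), L5-Bcl6 (75.8%) and L2/3-Rorb (76.0%) lay within the range of the unsorted libraries. For L6-Npy the thinned sorted share, 65.3% (interval 59.6% to 70.7%), lay below every unsorted library, whose lowest was 68.5%. Only 4 sorted neurons were L5-Htr2c.

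**Figure D1:**
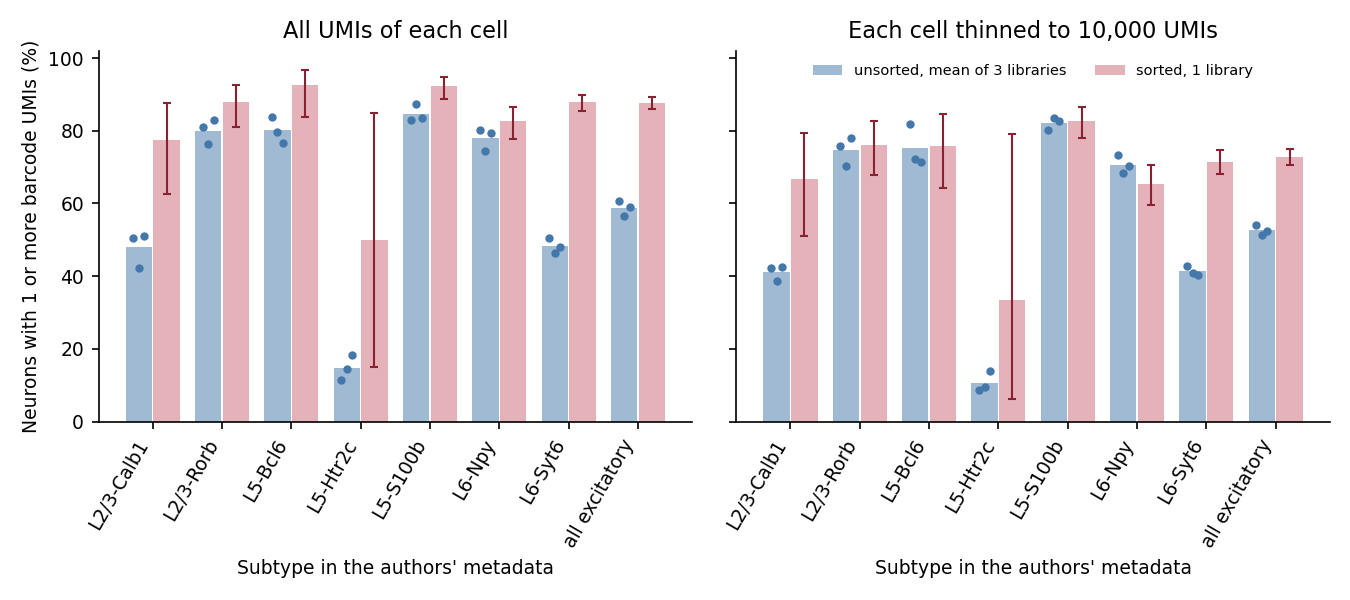
Percent of excitatory neurons with 1 or more barcode UMIs by subtype, with all UMIs (left) and after thinning each cell to 10000 UMIs (right); bars are the mean of the 3 unsorted libraries (points) and the sorted library with its 95% Wilson interval. With all UMIs L6-Syt6 has 48.3% in unsorted and 87.8% in sorted neurons and L5-S100b 84.5% and 92.3%, and after thinning L6-Syt6 has 41.3% and 71.4% and L5-S100b 82.2% and 82.6%.

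Whether the sort changed the mix of subtypes was tested on the same neurons. L6-Syt6 made up 55.7% ± 1.88 (SD, n = 3) of unsorted and 48.2% of sorted neurons (interval 45.8% to 50.7%). L5-S100b rose from 14.1% ± 1.13 to 19.5% (interval 17.7% to 21.5%), and L6-Npy from 10.8% ± 0.348 to 17.5% (interval 15.7% to 19.5%; SD, n = 3). L2/3-Calb1 went from 4.09% ± 0.129 to 2.50% and L5-Htr2c from 4.07% ± 0.230 to 0.2495% (interval 0.0971% to 0.640%). These 5 sorted shares lay outside the range of the unsorted libraries. L2/3-Rorb, with 7.26% ± 0.741 and 7.80%, and L5-Bcl6, with 4.02% ± 0.684 and 4.18%, did not. Over all 9368 neurons the shares were 54.4% L6-Syt6, 15.04% L5-S100b, 11.9% L6-Npy, 7.35% L2/3-Rorb, 4.08% L5-Bcl6, 3.81% L2/3-Calb1 and 3.43% L5-Htr2c. They differ from the shares the study printed, which are given below and put L6-Npy above L5-S100b. Why they differ was not tested. The barcode-positive neurons of the unsorted libraries alone had 45.7% L6-Syt6, 20.2% L5-S100b and 14.3% L6-Npy. Those of the sorted library had 48.3%, 20.6% and 16.5%, so L6-Syt6 was not lower there among barcode-positive neurons.

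**Figure D2:**
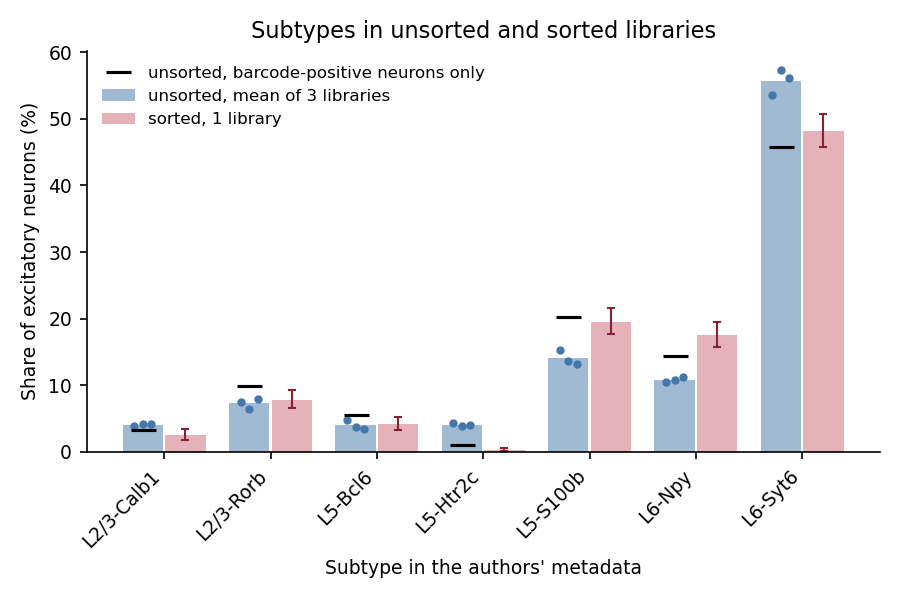
Share of excitatory neurons (%) in each subtype, as the mean of the 3 unsorted libraries (points are libraries) and in the sorted library with its 95% Wilson interval; black marks give the share among barcode-positive unsorted neurons only. L5-S100b and L6-Npy rise in the sorted library and L5-Htr2c falls to 0.2495%.

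Which genes differ between neurons with many and with no barcode transcripts was asked with 1 sum per library and cell group, in 4 libraries. Among all excitatory neurons, edgeR called 331 of 14164 genes, 213 higher and 118 lower in barcode-high neurons. This count depended on the libraries. Without unsorted replicate 1, 2 or 3, edgeR called 0 genes, with 1559, 1515 and 1539 genes at an unadjusted p under 0.05, and without the sorted library it called 1386. DESeq2 was not run on these subsets. DESeq2 called 513 genes. When barcode-zero neurons were drawn to the subtype shares of the barcode-high neurons, 53 genes were called (median of 9 draws, range 9 to 72), against 177 (range 2 to 237) for as many barcode-zero neurons drawn at random.

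The genes named by the rule for all excitatory neurons were S100b, Utrn, Tshz2 and Htr2c. S100b (ENSMUSG00000033208, protein coding, GRCm38 chromosome 10, 76253853 to 76261159) was higher in barcode-high neurons, with 18.2 ± 4.13 against 4.25 ± 1.75 CPM (edgeR counts scaled to equal totals per sum) (SD, n = 4 libraries). Its log2 fold change was 2.34 (SE 0.244, edgeR adjusted p 0.0139). Utrn (ENSMUSG00000019820, protein coding, chromosome 10, 12382188 to 12869365) was higher by 2.26 on the log2 scale (SE 0.285, adjusted p 0.0196). Tshz2 (ENSMUSG00000047907, protein coding, chromosome 2, 169633013 to 170071816) had the lowest value, -3.40 (SE 0.475, adjusted p 0.0239), with 5.61 ± 1.33 against 64.3 ± 32.5 CPM. Htr2c (ENSMUSG00000041380, protein coding, chromosome X, 146962513 to 147197277) had a log2 fold change of -1.63 (SE 0.203, adjusted p 0.0195), which was 0.13 after the draw to equal subtype shares. All 4 changed in the same direction in 4 of 4 libraries, and none was called when any 1 unsorted library was left out.

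**Figure D3:**
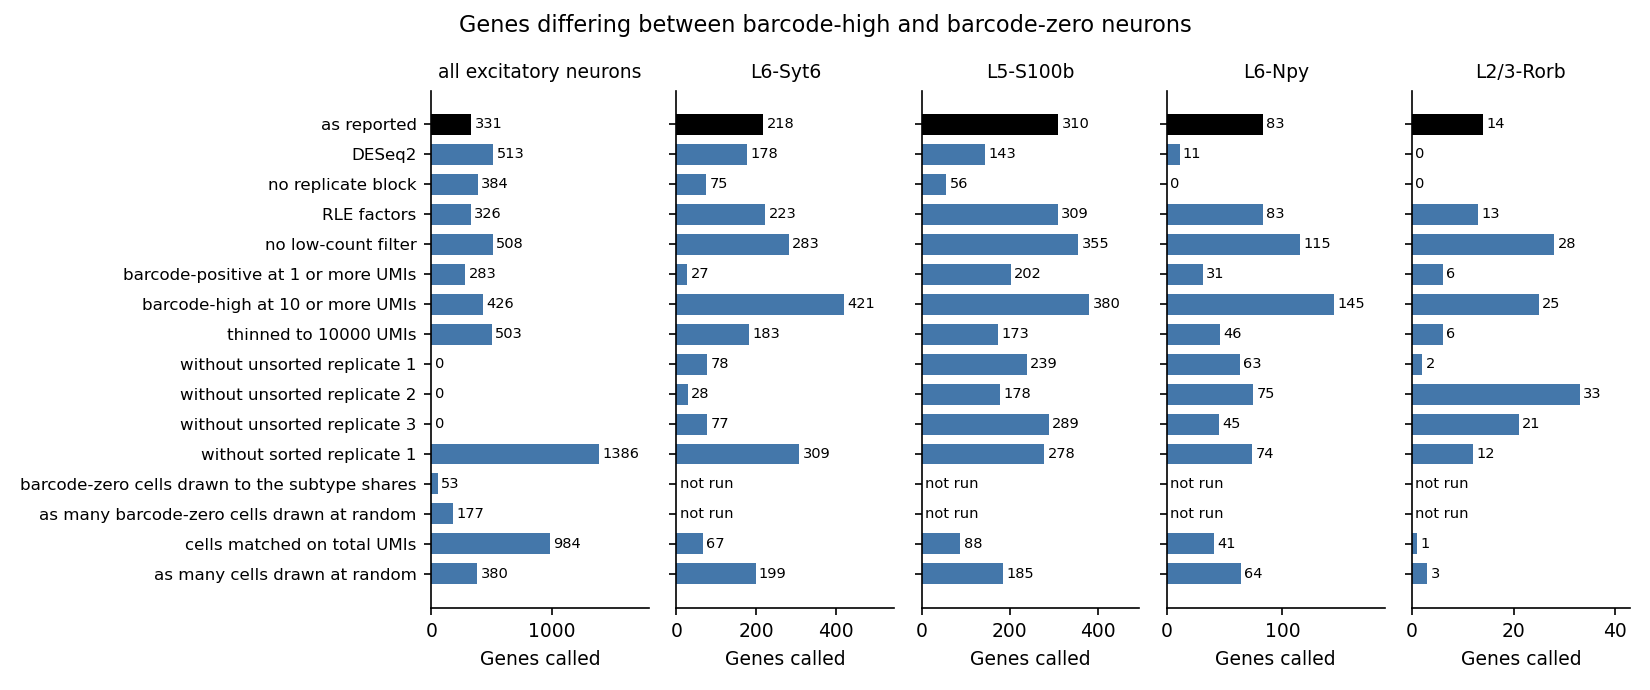
Number of genes called between barcode-high and barcode-zero neurons as reported and under each alternative, for all excitatory neurons and 4 subtypes; values of drawn cells are medians of 9 draws. The count for all excitatory neurons runs from 0 without any 1 unsorted library to 1386 without the sorted library.

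The same contrast within subtypes holds the subtype fixed. In L6-Syt6, edgeR called 218 of 13030 genes, 105 higher and 113 lower. The count was 78, 28 and 77 without unsorted replicates 1, 2 and 3, and 309 without the sorted library. It was 178 with DESeq2, 27 when barcode-positive neurons of 1 or more UMIs took the place of barcode-high ones, and 67 (range 53 to 84) with cells matched on total UMIs, against 199 (range 151 to 246) for as many cells drawn at random. Nos1 (ENSMUSG00000029361, protein coding, chromosome 5, 117781032 to 117958840) had the highest log2 fold change, 1.11 (SE 0.112, adjusted p 0.00133), with 12.4 ± 5.23 against 6.04 ± 2.91 CPM (SD, n = 4). Ccdc80 (ENSMUSG00000022665) followed with 1.06 (SE 0.09997, adjusted p 0.000847). Tshz2 had the lowest, -1.85 (SE 0.141, adjusted p 0.000489), with 4.45 ± 1.65 against 16.5 ± 2.62 CPM. The noncoding A830009L08Rik (ENSMUSG00000097182) had -1.64 (SE 0.122, adjusted p 0.000489).

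In L5-S100b, 310 of 11477 genes were called by edgeR, 126 higher and 184 lower, and 143 by DESeq2. The lowest count with 1 library left out was 178, without unsorted replicate 2. Arhgap25 (ENSMUSG00000030047, protein coding, chromosome 6, 87458545 to 87533259) was highest at 2.32 (SE 0.354, adjusted p 3.43e-05), with 13.3 ± 4.36 against 2.44 ± 0.840 CPM (SD, n = 4), and Ccnb1 (ENSMUSG00000041431) followed at 2.22 (SE 0.346, adjusted p 4.68e-05). Dcn (ENSMUSG00000019929, protein coding, chromosome 10, 97479609 to 97518143) was lowest at -2.84 (SE 0.352, adjusted p 1.28e-06) and Cux2 (ENSMUSG00000042589) had -2.19 (SE 0.331, adjusted p 2.99e-05).

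In L6-Npy, 83 of 10365 genes were called by edgeR, 64 higher and 19 lower, and 11 by DESeq2, all higher. Without unsorted replicate 3 edgeR called 45. Of the 6 genes named for L6-Npy, here and among the study's genes, 1 kept its call under DESeq2 and 0 with no block. Lhfp (ENSMUSG00000048332, protein coding, chromosome 3, 53041528 to 53261679) was highest at 1.72 (SE 0.346, adjusted p 0.00262). Nr4a2 (ENSMUSG00000026826, protein coding, chromosome 2, 57106830 to 57124003) had 1.55 (SE 0.108, adjusted p 4.41e-12), with 181.9 ± 31.5 against 62.4 ± 21.9 CPM (SD, n = 4). Nupl2 (ENSMUSG00000048439) and Ninj1 (ENSMUSG00000037966) were lowest, at -1.13 (SE 0.290, adjusted p 0.0316) and -1.02 (SE 0.237, adjusted p 0.0141).

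In L2/3-Rorb, edgeR called 14 of 10038 genes, 10 higher and 4 lower. DESeq2 called 0, with 132 genes at an unadjusted p under 0.05, where edgeR had 681. Without unsorted replicates 1, 2 and 3 edgeR called 2, 33 and 21 genes. Pcdh7 (ENSMUSG00000029108) and Etv1 (ENSMUSG00000004151) were highest, at 0.88 (SE 0.163, adjusted p 0.00142) and 0.82 (SE 0.135, adjusted p 0.000282). Ccdc3 (ENSMUSG00000026676) and Gpr83 (ENSMUSG00000031932) were lowest, at -1.43 (SE 0.352, adjusted p 0.0495) and -0.55 (SE 0.126, adjusted p 0.0293). Each of these 4 lost its call under DESeq2. Of the genes without a position above, Ccdc80 lies on chromosome 16 (45093402 to 45128077), A830009L08Rik on 13 (91368990 to 91388085), Ccnb1 on 13 (100778650 to 100786570) and Cux2 on 5 (121856366 to 122050102). Nupl2 lies on chromosome 5 (24164963 to 24184013), Ninj1 on 13 (49187485 to 49196244), Pcdh7 on 5 (57717967 to 58133230), Etv1 on 12 (38779380 to 38870484), Ccdc3 on 2 (5137776 to 5230878) and Gpr83 on 9 (14860210 to 14870789). All are protein coding except A830009L08Rik. Over the 4 subtypes, 504 genes were called in 1 subtype, 53 in 2 and 5 in 3.

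The 13 genes that the study's text names for projections were looked up in every contrast. The study chose them on these samples, so counts adjusted over the list alone are not independent evidence. By edgeR over all genes tested, Pou3f1 and Slc24a3 were called in all excitatory neurons (1.42 and 1.49 on the log2 scale), Slc24a3 in L2/3-Rorb (0.60), Rprm in L5-S100b (1.00), Cyr61 and Rprm in L6-Npy (1.28 and 0.82), and Cyr61, Rorb and Slc24a3 in L6-Syt6 (0.72, 0.65 and -0.93). Slc24a3 (ENSMUSG00000063873) thus had opposite signs in L2/3-Rorb and L6-Syt6, in 4 of 4 libraries each. Its call in L2/3-Rorb was lost under DESeq2 and with no block. Cyr61 (ENSMUSG00000028195) is annotated as Ccn1. With p-values adjusted over the list alone, 7 genes had an adjusted p under 0.05 and a log2 fold change of at least 0.5 either way in all excitatory neurons, 1 in L2/3-Rorb, 1 in L5-S100b, 3 in L6-Npy and 4 in L6-Syt6. Nptxr shares its position with Npcd on the same strand, so its counts are uncertain.

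The gene lists gave few shifts by fry, and camera, adjusted over the same 30 tests, put no list under 0.05 (lowest adjusted p 0.109). Immediate early genes were higher in barcode-high neurons for 15 of 15 genes in L6-Syt6 and in L6-Npy, with median log2 fold changes of 0.51 and 0.65. By fry of limma these had adjusted p-values of 0.109 and 0.120, and camera 0.315 and 0.184. Among their genes 8 of 15 were called by edgeR in L6-Syt6 and 12 of 15 in L6-Npy. The list was not shifted by fry in all excitatory neurons, L5-S100b or L2/3-Rorb (adjusted p 0.211, 0.217 and 0.466), with medians of 0.30, 0.37 and 0.32. The interferon and antigen presentation list rose in L6-Syt6 (median 0.19, 7 of 10 genes higher, fry adjusted p 0.0460), with a camera adjusted p of 0.315, and 1 of its genes, Ifi27, was called. In the other 4 contrasts of barcode-high neurons its fry adjusted p ran from 0.211 to 0.794. Neuronal markers rose in L5-S100b (median 0.26, limma fry adjusted p 0.00373), with 7 of 7 genes higher and a camera adjusted p of 0.109. They had fry adjusted p-values of 0.109 to 0.676 in the other 4. The 3 non-neuronal markers tested in L2/3-Rorb fell (median -0.29, fry adjusted p 0.0145, camera adjusted p 0.312), and the other 4 contrasts gave 0.120 to 0.660. The list of the study's genes had fry adjusted p-values of 0.0684, 0.510, 0.109, 0.217 and 0.151 in all excitatory neurons, L2/3-Rorb, L5-S100b, L6-Npy and L6-Syt6.

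Sorted and unsorted neurons of 1 subtype and barcode level, barcode-high L6-Syt6, were compared to see what the sort and its animals change in expression. The 3 unsorted libraries stood against the 1 sorted library, which edgeR assumes to vary like the others. Of 13012 genes, 931 were called, 508 higher and 423 lower in the sorted library, and 541 by DESeq2. Leaving out each unsorted library gave 894 to 991. Over all L6-Syt6 neurons, whatever their barcode UMIs, 1391 of 14886 genes were called, 625 higher and 766 lower, so which direction held more genes depended on the cells used. The noncoding Bc1 (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637) was highest at 1.82 (SE 0.0813, adjusted p 2.07e-11), with 729.8 CPM in the sorted library against 196.9 ± 26.1 (SD, n = 3). Pbld1 (ENSMUSG00000112129, protein coding, chromosome 10, 63060162 to 63077962) followed at 1.56 (SE 0.315, adjusted p 0.000748). Apoe (ENSMUSG00000002985, protein coding, chromosome 7, 19696109 to 19699188) was lowest at -2.54 (SE 0.224, adjusted p 1.27e-07), with 1.96 against 10.9 ± 1.25 CPM. The mitochondrial mt-Co3 (ENSMUSG00000064358, protein coding, 8607 to 9390) had -2.00 (SE 0.0417, adjusted p 1.65e-16), and it overlaps mt-Atp6 on the same strand, so its counts are uncertain. Of the study's genes, Bc1, Hs3st4, Igfbp4 and Pou3f1 were called, at 1.82, 0.72, -0.59 and -1.98, and the same number with adjustment over the list alone. The list as a whole had a fry adjusted p of 0.0218 with a median of 0.06, and a camera adjusted p of 0.315. Non-neuronal markers were lower in 14 of 15 genes, with a median of -1.97 (fry adjusted p 0.00415, camera adjusted p 0.312). Immediate early genes (median 0.07, fry adjusted p 0.704), interferon and antigen presentation genes (median -0.21, fry adjusted p 0.120) and neuronal markers (median 0.01, fry adjusted p 0.0684) were not shifted by this test.

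Last, it was asked how well expression predicts whether a neuron is barcode-high or barcode-zero in a library left out of training. The area under the ROC curve (AUC) with 50 highly variable genes was 0.731 ± 0.0194 (SD, n = 3) for unsorted libraries held out and 0.508 for the sorted library, a mean of 0.675 over 4. Sets of 50 random genes gave 0.6502 and 0.587 (20 of 20 sets as large in the sorted library), shuffled labels 0.503 and 0.487. The subtype label alone gave 0.729 and 0.557, and total UMIs alone 0.671 and 0.740. Within L6-Syt6 the mean AUC over 4 libraries was 0.656 ± 0.0116 (SD, n = 4), against 0.634 for random genes and 0.690 for total UMIs. The order differed between libraries: the unsorted ones had 0.659 against 0.600 for random genes, and the sorted one 0.646 against 0.735, with 20 of 20 random sets as large. Within L5-S100b it was 0.713 ± 0.0111 (SD, n = 4), against 0.665 for random genes and 0.739 for total UMIs. Most of this gap came from the sorted library (0.722 against 0.611). With unsorted replicate 3 held out the AUC was 0.697 against 0.699, and 12 of 20 random sets were as large, as were 5 with unsorted replicate 1 and 2 with unsorted replicate 2 held out. The mean for all excitatory neurons moved most, to 0.731, when the sorted library was not counted among the held-out ones, and a random 70/30 split of the cells gave 0.731 as well.

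**Figure D4:**
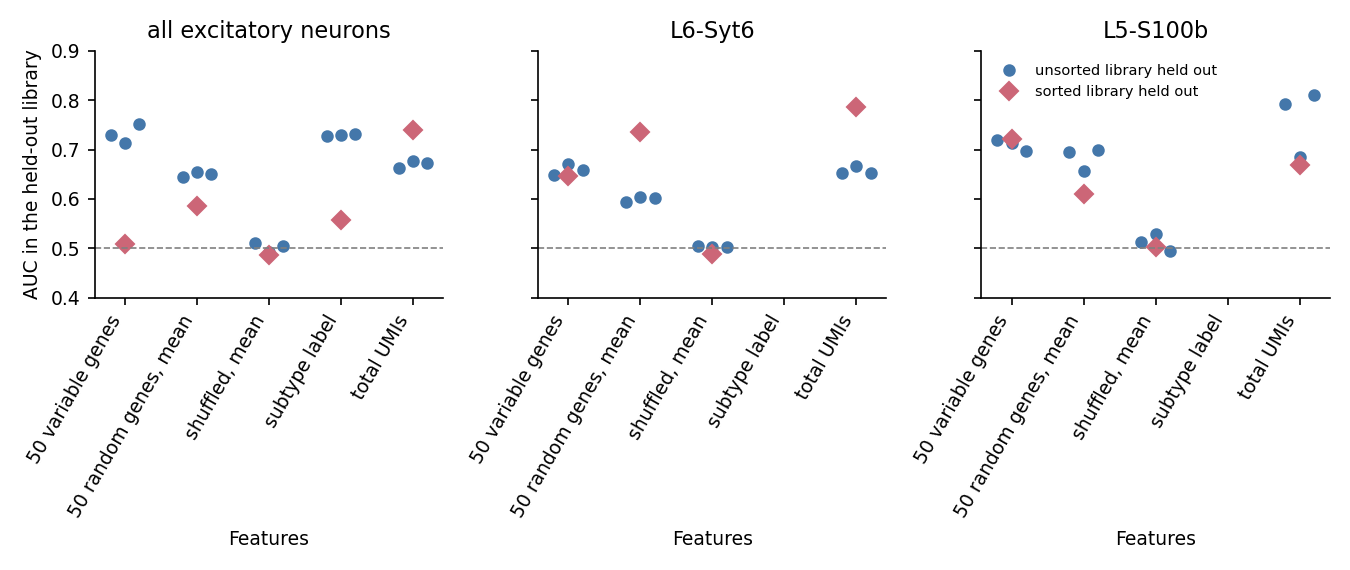
AUC for barcode-high against barcode-zero neurons in each held-out library (points; dashed line at 0.5), by the features used, for all excitatory neurons, L6-Syt6 and L5-S100b. For all excitatory neurons the 50 genes reach 0.731 on average in unsorted libraries and 0.508 in the sorted one.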

Values the study reported

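The study reported 9368 excitatory neurons after quality control. The share of cells with an EGFP transcript was given as 81% for sorted cells and 26% on average for unsorted cells. The study's own calls of barcoded cells used stricter UMI limits on separately amplified barcode libraries. By these calls fewer cells of both groups were barcoded. Of the excitatory neurons, 58.7% were L6-Syt6, 12.6% L6-Npy, 11.6% L5-S100b, 5.9% L2/3-Rorb, 4.1% L2/3-Calb1, 3.9% L5-Htr2c and 3.3% L5-Bcl6.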

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

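The tests on drawn cells, on libraries left out of the interaction, on removed cell barcodes and on clusters outside the authors' list were chosen after the results they weigh had been seen.

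The difference between barcode-high and barcode-zero neurons in the 1 sorted library was compared with that in the unsorted libraries. An interaction term in edgeR found 2026 of 14164 genes in all excitatory neurons, 682 of 13030 in L6-Syt6, 34 of 10365 in L6-Npy, 29 of 10038 in L2/3-Rorb and 8 of 11477 in L5-S100b. The sorted side has 1 library and the model 2 residual degrees of freedom, so the counts describe this library, and animals, library and sort cannot be told apart in them. With 1 unsorted library left out they were 1927 to 2021 in all excitatory neurons and 672 to 714 in L6-Syt6, 36 to 47 in L6-Npy, 25 to 32 in L2/3-Rorb and 10 to 29 in L5-S100b. No sorted library could be left out. In simulated data the test recovered 68.5%, 61.5%, 42.5%, 19.5% and 31.5% of changed genes in these cell groups, in the same order. Recovery differed less than the counts, and why the counts differ was not tested beyond the draws below. Of the 2026 genes, 1739 had opposite signs in sorted and unsorted libraries, against 137 of the 682 in L6-Syt6.

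One candidate explanation for the 2026 genes is the mix of subtypes. Barcode-zero neurons of the unsorted libraries were 69.9% L6-Syt6 and 5.73% L6-Npy, and those of the sorted library 47.5% and 24.7%, while barcode-high neurons were 39.5% and 49.1% L6-Syt6. Drawing barcode-zero cells to the subtype shares of barcode-high ones gave 378 genes (median of 9 draws), and 345 of the 2026 (range 258 to 497) were found again. As many barcode-zero cells drawn at random gave 1631, with 1362 of the 2026 (range 1059 to 1484) found again. Subtype shares may thus account for many of these genes, beyond those lost to the smaller number of cells. Barcode-zero neurons of the sorted library had passed a sort for EGFP. Whether they are labelled neurons whose barcode was missed or unlabelled cells that passed the sort was not tested, and 60 of the 73 non-neuronal cells of that library had no barcode UMI.

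Within L6-Syt6, a larger gap in total UMIs between the cell groups of the sorted library was weighed. Cells matched on total UMIs gave 327 genes (median of 9 draws), and 259 of the 682 (range 185 to 290) were found again. As many cells drawn at random gave 547, with 439 of the 682 (range 348 to 513) found again. The gap may account for part of the 682 genes, and the 259 found again argue against it as the whole cause. A difference between the animals or in the response to sorting stays open and was not tested.

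Barcode UMIs also appeared in cell barcodes that the filter removes. In the unsorted libraries 12.999% of 3254 removed cell barcodes had 1 or more, and in the sorted library 31.7% of 284. Free viral RNA argues for a share near that of non-neuronal cells, but after thinning to 1000 UMIs, which leaves out shallower cell barcodes, the unsorted share was 10.6% against 1.23% in non-neuronal cells, and 22.7% in excitatory neurons. Among the 1211 removed cell barcodes with at least 1000 UMIs, the 254 with a barcode UMI held 58.6 neuronal-marker UMIs per 10000 and the 957 without 26.9, against 74.1 in excitatory neurons (means of 3 libraries). Labelled neurons among the removed cell barcodes are therefore a candidate explanation.

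In clusters named excitatory, cells outside the authors' list had a barcode UMI in 43.8% of 64 unsorted and 60.3% of 68 sorted cells. Thinned to 1000 UMIs, the pooled unsorted share was 21.9%, against 22.7% in the authors' neurons and 1.23% in non-neuronal cells, and the sorted share was 20.6% (interval 12.7% to 31.6%) against 24.1%. In single unsorted libraries it was 10.0%, 20.0% and 36.8%, of 20, 25 and 19 cells. None of these lies in the range of the authors' neurons (21.3% to 23.7%), and their intervals (lowest limit 2.79%, highest 58.96%) are wide. By its outcome, written after the data were seen, the pooled share would fit excitatory neurons that were left out of the list. This is left open because the single libraries lie on both sides of that range and hold too few cells. The study states that it removed low-quality cells and cells with non-neuronal markers from its excitatory neurons. The unsorted cells outside the list had medians of 7647.5, 8435 and 10295 UMIs, against 21362, 22252 and 23213 in the authors' neurons. Whether they are the removed cells was not tested. No biological explanation was tested for either group of cells.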

How the results depend on the processing

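The shares of neurons at 2 or more UMIs, their values with a library left out, the subtype counts of barcode-positive neurons, the shares of non-neuronal cells after thinning and the cell classes were tested by alternatives fixed before the data were examined; all other alternatives here were chosen after seeing the data. The alternatives planned for neurons by target, pair and number of targets, for co-labelling, for subtype shares by target and for the prediction of targets were not run, since the target of each neuron was not used here. Sorted libraries could not be paired with unsorted ones because they come from different mice. Except where a cause is given, the cause of a change was not tested.

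Subtype shares kept their side in 28 of 28 alternatives. They did not all keep it between neurons that passed the same barcode limit. Among barcode-positive neurons L6-Syt6 was 45.7% of unsorted and 48.3% of sorted ones, so it was higher in the sorted library. Among barcode-high neurons it was 39.5% and 49.1%, while L5-S100b (24.8% and 23.0%) and L6-Npy (13.9% and 12.9%) were lower there. L2/3-Calb1 and L5-Htr2c stayed lower in the sorted library at both levels. Of 394 alternatives for named genes 287 kept direction and call, 106 lost the call and 1 changed sign: Htr2c in all excitatory neurons, with a log2 fold change of 0.13 after barcode-zero cells were drawn to the subtype shares. Of 80 for gene lists, by p-values without adjustment over lists, 59 kept their side of 0.05, 6 passed it newly and 15 no longer did. Of 36 for cell classes 25 moved by less than the spread, and the excitatory share was 41.4% of unsorted cells with at least 1000 genes.

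The share of barcode-positive neurons was 51.3% in unsorted and 76.8% in sorted libraries at 2 or more UMIs (sorted minus unsorted 25.5), 39.0%, 56.1% and 17.1 at 5 or more, and 52.6%, 72.9% and 20.3 after thinning to 10000 UMIs. At 5 or more UMIs after thinning these were 26.0%, 25.0% (interval 22.9% to 27.2%) and -1.07. The interval holds the unsorted mean, so with limit and depth changed together the difference was lost and its direction cannot be told. By subtype, the difference of sorted minus unsorted was -1.50 for L6-Npy at 2 or more UMIs, and -2.77, -3.003 and -8.76 for L2/3-Rorb, L5-S100b and L6-Npy at 5 or more. It was -5.36 for L6-Npy after thinning. With both choices it was -3.25 for L2/3-Calb1, -14.7 for L2/3-Rorb, -20.3 for L5-Bcl6, -1.36 for L5-Htr2c, -22.1 for L5-S100b and -19.0 for L6-Npy. L6-Syt6 stayed higher in the sorted library in each of these. Non-neuronal cells had 1.98% (unsorted) and 4.11% (sorted) after thinning to 2000 UMIs, 0.796% and 1.37% at 2 or more UMIs, and 0.258% and 0 at 5 or more. The chi-square p of barcode-positive neurons over the unsorted libraries rose to 0.289 at 5 or more UMIs, 0.0730 after thinning and 0.0857 with both.

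Genes called in all excitatory neurons numbered 513 by DESeq2, 508 without the low-count filter, 503 after thinning, 984 with cells matched on total UMIs (median of 9 draws, range 939 to 1127) against 380 (314 to 604) with as many cells drawn at random, and 53 (9 to 72) with barcode-zero cells drawn to the subtype shares against 177 (2 to 237) with as many barcode-zero cells drawn at random. With 1 library left out the count ran from 0 to 1386: edgeR called 0 without unsorted replicate 1, 2 or 3 (1559, 1515 and 1539 genes at an unadjusted p under 0.05) and 1386 without the sorted library. DESeq2 was not run on these subsets.

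In L2/3-Rorb DESeq2 called 0 genes (132 at an unadjusted p under 0.05) and edgeR with no block 0 (285), against 14. Other counts were 28 without the filter, 25 at 10 or more UMIs, 6 at 1 or more, 6 after thinning, 1 with cells matched on total UMIs (range 0 to 4) and 3 with as many drawn at random (0 to 18). With 1 library left out they ran from 2 (without unsorted replicate 1) to 33 (without unsorted replicate 2), and it was 21 without unsorted replicate 3.

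In L5-S100b the count was 143 by DESeq2, 56 with no block, 202 at 1 or more UMIs, 173 after thinning, 88 with matched cells (range 55 to 145) and 185 with as many drawn at random (112 to 233). With 1 library left out it ran from 178 (without unsorted replicate 2) to 289. Without the filter 176 genes were higher and 179 lower, against 126 and 184. The random draws had 95 higher and 90 lower and the matched ones 46 and 42 (medians), so the excess of lower genes did not hold in them.

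In L6-Npy it was 11 by DESeq2, 145 at 10 or more UMIs, 31 at 1 or more, 46 after thinning, 41 with matched cells (range 21 to 50) and 64 with as many drawn at random (45 to 80). With no block edgeR called 0 (406 at an unadjusted p under 0.05). With 1 library left out it ran from 45 (without unsorted replicate 3) to 75.

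In L6-Syt6 it was 75 with no block, 421 at 10 or more UMIs, 27 at 1 or more, 67 with matched cells (range 53 to 84) and 199 with as many drawn at random (151 to 246). More genes were higher than lower by DESeq2 (96 and 82), at 10 or more UMIs (239 and 182) and after thinning (81 of 183 lower), against 105 and 113. With 1 library left out it ran from 28 (without unsorted replicate 2) to 309 (without the sorted library), with 78 and 77 without unsorted replicates 1 and 3. The contrast of sorted and unsorted L6-Syt6 neurons gave 541 genes by DESeq2 and 894 to 991 with 1 unsorted library left out. Over all L6-Syt6 neurons, whatever their barcode UMIs, it gave 1391, with 625 higher and 766 lower against 508 and 423.

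The AUC in L6-Syt6 was 0.640 with 20 highly variable genes, 0.697 with 200 and 0.690 with total UMIs alone. In L5-S100b it was 0.684 with 200 and 0.739 with total UMIs alone. For all excitatory neurons no alternative moved it by more than the spread between libraries.

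Depth limits these results in that barcode-zero neurons include cells in which a transcript was missed, and thinning lowers the share of barcode-positive neurons in both groups.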

Other observations

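The tests on the share of L5-Htr2c, on non-neuronal cells, on barcode UMIs per neuron and on matched draws were chosen after the results had been seen.

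Other splits of the 8 sums into 4 and 4 were counted for each contrast of barcode-high and barcode-zero neurons. Of 35 splits, as many genes as in the real one, itself included, were called in 1 for all excitatory neurons, 1 for L6-Syt6, 1 for L5-S100b, 1 for L6-Npy and 3 for L2/3-Rorb. The sums are paired by library, and only 8 of the 35 splits part the pair in all 4 libraries. Among these 8 the real split alone was as large in each of the 5 contrasts. The largest other count was 305 for all excitatory neurons (331 in the real split), 5 for L2/3-Rorb and 0 for the rest. The split with 305 keeps the real groups in the unsorted libraries and exchanges them in the sorted library only, so it is no measure of chance. Of 1360 genes called without the sorted library and of 1 sign in the unsorted ones, 676 had the opposite sign in it. Of the 331 genes, 326 had the same direction in every library. The other splits as large for L2/3-Rorb part the pairs in 2 libraries. By the outcome written beforehand, counts of 1 in 35 go against chance. They are left open because that outcome ignored the pairing, and with it the smallest share possible is 0.125, so chance cannot be excluded by this count in any of the 5 contrasts.

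Different subtype shares were weighed for the 331 genes of all excitatory neurons. After barcode-zero cells were drawn to the subtype shares, 6.34% of the called genes stayed called (median of 9 draws), against 43.8% with as many cells drawn at random. The contrast may thus reflect subtypes more than the barcode.

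For L6-Syt6, 58.7% of the called genes stayed called after thinning to 10000 UMIs per cell. This argues against unequal UMIs in the summed counts as the whole cause. The cell groups were set before thinning, so it cannot tell whether depth shaped which cells were barcode-high. With cells matched on total UMIs 27.5% stayed called, against 76.1% for as many cells drawn at random (medians of 9 draws). Matching cells on total UMIs gave a median log2 fold change of 0.52 in the called genes (range of 9 draws 0.48 to 0.54), below the range of 0.65 to 0.73 for as many cells drawn at random. Part of the change may follow total UMIs per cell, a trait of the cell that thinning does not remove. An antiviral response was tested with the interferon and antigen presentation list, which rose (fry p 0.00767, adjusted 0.0460, median 0.19), as this explanation needs. Camera of limma gave an adjusted p of 0.315. The list has 10 tested genes, so it does not show how many of the 218 called genes such a response could explain.

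Non-neuronal marker genes were lower in sorted than in unsorted barcode-high L6-Syt6 neurons, with a median log2 fold change of -1.97 over 15 markers. Over all 1066 tested genes that were at least 4-fold higher in non-neuronal cells the median was -0.12, with 648 lower. Most of these genes thus went the same way as the markers, but by much less. Less free RNA from non-neuronal cells in the sorted library may explain a part of the 423 lower genes. Of the 423, 97 (22.9%) were at least 4-fold higher in non-neuronal cells than in L6-Syt6 neurons, against 5.12% of the higher genes and 7.81% of genes not called, so most of the lower genes are not covered. A different dissociation or activity response was tested with the immediate early list, which gave no shift (fry p 0.681). This list does not cover every effect of cell handling. Of the 423 lower genes 9 were mitochondrial, against 1 of the 508 higher and 3 of those not called. The median mitochondrial share of excitatory neurons was 3.47% in the sorted library and 6.54%, 6.54% and 6.52% in the unsorted ones. A different dissociation therefore stays open.

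The unsorted libraries resembled each other closely. Had 1 mixed suspension been split over 3 lanes, their variation would equal that of random partitions of the pooled cells into 3, but the coefficient of variation was 0.0369 against at most 0.0175 for these. By the outcome written beforehand this goes against 1 suspension. It is left open because separate lanes add noise that random partitions lack, so the values cannot tell separate mice from 1 suspension in separate lanes. The sample titles and the study's methods text name a separate mouse for each unsorted library.

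Free viral RNA was weighed for barcode UMIs in non-neuronal cells. With cells of 10 or more neuronal-marker UMIs left out, cells with 1 or 2 barcode UMIs held 2.39 neuronal-marker UMIs per 10000 and cells with none 1.86. The outcome written for the test goes against free viral RNA alone. Free RNA carries neuronal transcripts too, so free RNA and attached fragments cannot be told apart by it. Thinned shares did not differ over the non-neuronal classes (chi-square p = 0.568, cells as counted units). Non-neuronal cells with 5 or more barcode UMIs held 56.8 neuronal-marker UMIs per 10000, which is consistent with doublets or attached fragments of labelled neurons. In the sorted library, thinning to 2000 UMIs lowered the share of non-neuronal cells with a barcode UMI from 17.8% to 4.11% of 73 (interval 1.41% to 11.4%), which lies above every unsorted library by its value and not by its interval. Whether depth explains the higher share cannot be told from 3 such cells.

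The sorted library held few L5-Htr2c neurons, 0.2495% (interval 0.0971% to 0.640%). Low labelling of this subtype combined with sorting for EGFP would give 1.02%, from the barcode-positive neurons of the unsorted libraries, which lies above the interval and by the written outcome goes against this explanation. From barcode-high neurons it would give 0.267%, inside the interval. The level of EGFP at which cells were sorted is not known here and this second value was computed after the first, so the explanation stays open.

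Barcode-positive L5-S100b neurons had fewer barcode UMIs in the sorted library. The median was also lower there than in every unsorted library in L5-Bcl6 (9 against 18, 15 and 16), L2/3-Rorb (12 against 17, 16.5 and 18), L6-Npy (4.5 against 6, 7 and 8) and L2/3-Calb1 (3 against 5, 5.5 and 5), but higher in L6-Syt6 (8 against 6, 6 and 5). For L5-S100b it was 9, against 13, 20 and 25.5 in the unsorted libraries, and 4 against 7, 9 and 10 after thinning to 10000 UMIs. Thinning had been chosen first as the test of shallower coverage and was replaced by depth itself, since it does not show which library was read less deeply. Shallower coverage does not explain the lower median, as L5-S100b neurons had a median of 33024 UMIs in the sorted library and 23662, 26272 and 27213.5 in the unsorted ones. A difference between animals or injections stays open and was not tested.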
